A study of Homo sapiens with 15 samples.

How the data were processed

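Total RNA was prepared from cultured cells with a column kit and libraries were made with polyA capture at a sequencing centre, per the labels' protocols. The lines were grown in DMEM with serum. The labels name 5 lines, and the 3 replicates of a line are described as biological replicates. The values are log2 RPKM after conditional quantile normalization (cqn, which adjusts for gene length and GC content) by the authors, as the name of the deposited table states. The same name refers to a threshold whose rule is not stated. The aligner, the counting tool, the genome build, the annotation and their versions are not stated in the labels or in the table. The table holds 16604 genes by 15 samples with 0 missing values, and 0 sample pairs had identical values. That the logarithm is to base 2 was checked on the values: 2 to the value, times the exonic length in kilobases, summed to between 1.56 and 1.65 times the total that RPKM implies, against 9.03 to 9.97 times for base e.

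The ranked values of the samples in the upper part of the distribution were alike in all samples (largest SD across samples 5.18e-04), which is what quantile normalization produces. Differences in total RNA content or in the overall distribution between lines are therefore not measurable here. The depth per sample is unknown, so no counting error is given. The lowest value per sample lay between -8.18 and -7.68, where the log2 RPKM of a gene with few or no reads depends on the offset the authors used, and log2 fold changes of such genes are large and uncertain in size.

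Gene symbols came from a table of Ensembl identifiers and matched 16448 of the 16604 genes. Chromosome, gene order, exonic length and GC content came from GENCODE v29 (GRCh38), which matched 16499 genes. As the authors' build is not stated, no coordinates are given, and this annotation was used only for chromosome names, gene order and the checks of GC content and length.

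A linear model with a coefficient for each of the 5 lines was fitted to the deposited log2 values of all genes and all 15 samples with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, default settings, two-sided), and p-values were adjusted by the Benjamini-Hochberg method over all genes within each of 8 contrasts. A gene was called at an adjusted p under 0.05 and an absolute log2 fold change of at least 1. Differences among all lines were tested with the moderated F-test. The ratio of distances between and within lines was tested with 100000 permutations. Lists were tested with camera (inter-gene correlation 0.01) against the parental line, with the Benjamini-Hochberg method over the 24 tests, and with fry and an estimated correlation beside it. The lists were written from general knowledge: platinum transport and detoxification (36 of 40 genes in the table), crosslink repair (49 of 50), mesenchymal (27 of 32), epithelial (32 of 32), interferon response (42 of 42) and proliferation (40 of 40). Overlaps of calls between contrasts that share the parental samples were set beside 20 simulations of unchanged lines. Tables and figures were made with Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9.

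The groups, the tests, the lists, the alternatives and the rule for named genes were fixed before the data were examined. The rule took, in each contrast, called genes with a symbol whose 3 values in a line all lay above the 3 in the other and whose higher mean was at least log2 RPKM 1, and named the 2 largest rises and the 2 largest falls. For all 4 resistant lines it named the 3 genes up and the 3 down with the largest smallest change, and also members of the platinum and repair lists called in the same direction in all 4. That last clause does not state the limit on the mean. The program applied the limit and named 0 members, and reading the clause without it was chosen after the values were seen.

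The titles of the samples carry numbers in 2 series. The first holds replicate 1 of Ov4Carbo and all Ov4Carbo4 and Ov4Carbo7 samples, and the second the parental, Ov4Cis and remaining Ov4Carbo samples. The labels do not call this a batch. Only Ov4Carbo occurs in both, so a term for the series is estimated from replicate 1 against replicates 2 and 3 of that line alone, and a batch between the series cannot otherwise be told apart from the lines.

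The alternatives were a variance trend, quantile normalization, centring on the sample median, a filter on genes of mean log2 RPKM 1 (12037 genes kept), log2(RPKM + 1), only the groups compared, a replicate block, a term for the title series, an adjusted p under 0.01, the other list tests, and leaving out each replicate in turn. The model was tested on simulated data drawn from the real gene means and SDs. Of 200 genes changed by 2 log2 units in a line, 188 were called in the right direction, with 2 false calls among 16604 genes. A simulated shift of 1 list was found with 0 other list tests past the threshold. The genes in the list simulation varied independently, so they do not show how the list tests behave when genes vary together. The chromosome and mixture simulations used random values of a set spread in place of the real gene means and SDs. A simulated chromosome shift was found alone among the chromosomes, and a mixture share of 15% was recovered as 15.3%. The mixture simulation had 60 genes with equal low starting levels and small noise. It therefore does not show how exact a share from few, uneven genes is.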

Results

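Gene expression was measured in 15 RNA samples from 5 human cell lines, with 3 replicates per line. OVCAR4 is an established line of high-grade serous ovarian cancer, the most common histological type of ovarian cancer. The parental line, labelled Ovcar4Parental, is platinum sensitive. Ov4Cis and Ov4Carbo were derived from OVCAR4 by culture in rising concentrations of cisplatin and of carboplatin, platinum drugs that crosslink DNA. Ov4Carbo4 and Ov4Carbo7 are lines grown from single cells of Ov4Carbo. The labels describe all 4 derived lines as resistant to the drug used for selection. The values were log2 RPKM (reads per kilobase of gene, scaled to the sequenced total) for 16604 genes. The median per sample was 2.77 throughout, and the number of genes above log2 RPKM 0 lay between 13643 and 13712. Read totals were not used here, so the depth behind each value is unknown and the spread between replicates is the only measure of precision.

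The first comparison asked whether the lines differed by more than their replicates did. The mean Euclidean distance between samples of different lines was 2.54 times that between replicates of a line. None of 100000 relabellings of the samples reached this ratio (one-sided permutation test, p = 1e-05, the smallest value these permutations can give). Across the 15 fits that each left out a replicate, the ratio lay between 2.43 and 2.85, the highest without replicate 1 of Ov4Carbo. The moderated F-test of limma found 12771 genes, 76.9% of those tested, with an adjusted p under 0.05 for any difference among the 5 lines. Replicates of Ov4Carbo were the least alike. Their mean root-mean-square (RMS) difference was 0.69 log2 units per gene, against 0.34 in Ov4Carbo4, 0.39 in Ov4Carbo7, 0.41 in Ov4Cis and 0.48 in the parental line. The RMS difference between lines ran from 1.03 for Ov4Carbo and Ov4Carbo7 to 1.32 for Ov4Cis and the parental line. Ov4Carbo4 and Ov4Carbo7 differed from each other by 1.26, more than either differed from Ov4Carbo. Replicate 1 of Ov4Carbo lay nearer to the Ov4Carbo7 samples, with a mean RMS difference of 0.89, than replicate 2 at 1.13 and replicate 3 at 1.07.

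**Figure D1:**
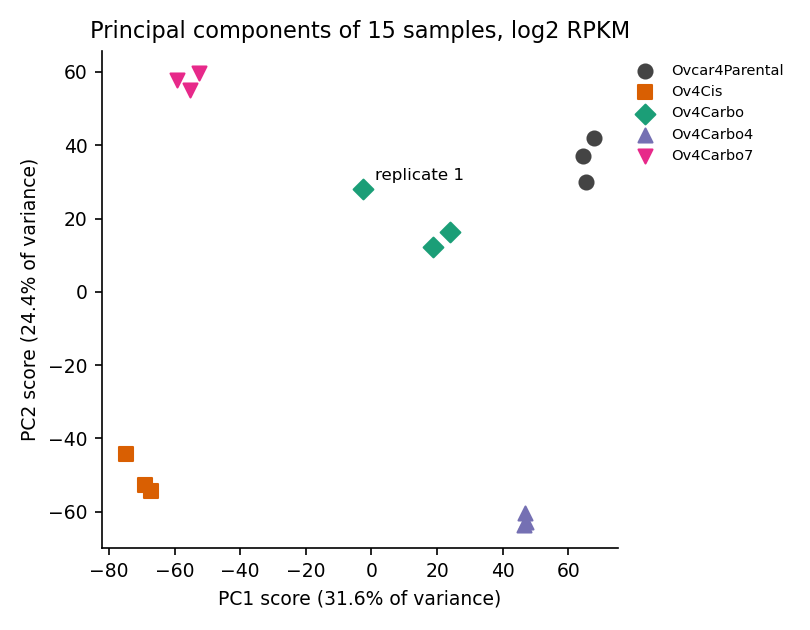
Scores of the 15 samples on the first principal components of the log2 RPKM values of all genes, with the share of variance on each axis (31.6% and 24.4%). Each symbol is a sample and each colour a line; the 3 replicates of a line lie together, and replicate 1 of Ov4Carbo lies apart from replicates 2 and 3.

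The second set of comparisons asked how each resistant line differed from the parental line. A gene was called when its limma adjusted p was under 0.05 and its absolute log2 fold change was at least 1. Ov4Cis had 2635 called genes, 1405 higher and 1230 lower than in the parental line. Ov4Carbo had 2106, of which 956 were higher and 1150 lower. Ov4Carbo4 had 2513, with 1234 higher and 1279 lower, and Ov4Carbo7 had 2824, with 1538 higher and 1286 lower. At the adjusted p alone the numbers were 6012, 5638, 6589 and 7071 in the same order. Among called genes, the 3 values of the resistant line lay entirely above or below the 3 parental values for 2594 genes in Ov4Cis, 1955 in Ov4Carbo, 2485 in Ov4Carbo4 and 2789 in Ov4Carbo7. Over all genes this separation occurred for 53.4%, 38.4%, 58.1% and 56.5%, where chance gives 10%. These counts depended most on the treatment of low values. With only genes whose mean over the 15 samples was at least log2 RPKM 1, the called genes fell to 988, 730, 971 and 1134 in the same order. In Ov4Cis the balance also turned, as 44.5% of the 988 were higher, against 53.3% of the 2635.

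**Figure D2:**
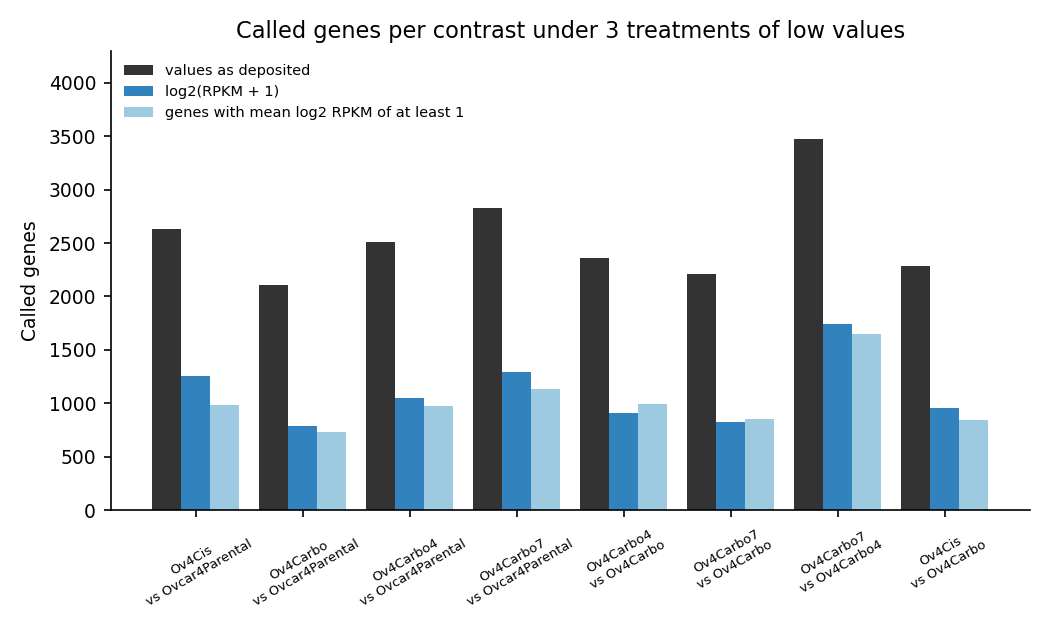
Number of called genes (vertical axis, starting at 0) in each of the 8 contrasts (horizontal axis). Black bars use the values as deposited, dark blue bars log2(RPKM + 1), and light blue bars only genes with a mean log2 RPKM of at least 1; Ov4Carbo7 against Ov4Carbo4 has the tallest bar in each colour, at 3478, 1746 and 1645 genes.

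Named genes were chosen by a rule fixed in advance, and largest refers here to genes that passed it. ABCB1 and MT1E also belong to the platinum list tested further on, SPARC to the mesenchymal list and GRHL2 to the epithelial list. Where a line had almost no expression of a gene, its log2 RPKM depended on the authors' handling of low values, so the change on the log2(RPKM + 1) scale, which understates changes of low genes, is given beside it. In Ov4Cis the largest rise was that of HOXD1 (ENSG00000128645, chromosome 2), from -6.47 ± 0.09 to 3.70 ± 0.49 log2 RPKM (SD, n = 3 each). Its log2 fold change was 10.17 (SE 0.44, limma adjusted p = 5.86e-09), or 3.79 on the log2(RPKM + 1) scale. TSPAN7 (ENSG00000156298, chromosome X) rose by 9.45 (SE 0.54, adjusted p = 6.28e-08), or 2.59 on the log2(RPKM + 1) scale. The largest falls were those of FBN2 (ENSG00000138829, chromosome 5), with a log2 fold change of -9.94 (SE 0.34, adjusted p = 6.57e-10) and -5.75 on the log2(RPKM + 1) scale, and of EPPK1 (ENSG00000261150, chromosome 8), with -9.69 (SE 0.49, adjusted p = 2.42e-08) and -4.93.

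In Ov4Carbo, SST (ENSG00000157005, chromosome 3) rose by 11.77 on the log2 scale (SE 1.22, limma adjusted p = 2.17e-05), or 8.04 on the log2(RPKM + 1) scale. Its parental values were uneven, at 0.73 in replicate 1, -5.31 in replicate 2 and -5.11 in replicate 3, so the size of the rise is uncertain while its direction held in every replicate. SHISA3 (ENSG00000178343, chromosome 4) rose by 8.31 (SE 0.28, adjusted p = 2.13e-09), or 4.58 on the log2(RPKM + 1) scale. ARMCX2 (ENSG00000184867, chromosome X) had a log2 fold change of -10.09 (SE 0.25, adjusted p = 1.76e-10) and HEY2 (ENSG00000135547, chromosome 6) of -9.06 (SE 0.54, adjusted p = 3.22e-07). The changes were -3.25 and -3.12 on the log2(RPKM + 1) scale.

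In Ov4Carbo4, EN2 (ENSG00000164778, chromosome 7) rose by 9.39 (SE 0.18, limma adjusted p = 6.7e-12) and PLCL1 (ENSG00000115896, chromosome 2) by 9.30 (SE 0.39, adjusted p = 1.27e-08). The changes were 3.20 and 4.26 on the log2(RPKM + 1) scale. MT1E (ENSG00000169715, chromosome 16) had a log2 fold change of -9.83 (SE 0.33, adjusted p = 2.15e-09), or -4.80 on the log2(RPKM + 1) scale. It belongs to a family of near-identical genes whose reads could be split differently. ARMCX2 was also among the largest falls here, at -9.05 (SE 0.25, adjusted p = 4.42e-10), and in Ov4Carbo7, at -9.21 (SE 0.25, adjusted p = 5.34e-10). Both were -3.24 on the log2(RPKM + 1) scale.

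In Ov4Carbo7 the largest rise was that of ABCB1 (ENSG00000085563, chromosome 7), which encodes a drug efflux pump. It rose from -6.77 ± 0.29 to 2.68 ± 0.27 log2 RPKM (SD, n = 3 each), a log2 fold change of 9.46 (SE 1.24, limma adjusted p = 6.79e-05), or 2.88 on the log2(RPKM + 1) scale. SST rose by 8.68 (SE 1.22, adjusted p = 1.17e-04), or 4.99 on the log2(RPKM + 1) scale. GRHL2 (ENSG00000083307, chromosome 8) had a log2 fold change of -9.95 (SE 0.72, adjusted p = 6.93e-07), or -3.54 on the log2(RPKM + 1) scale.

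The third comparison asked how far the resistant lines changed alike. Ov4Cis and Ov4Carbo had 1102 genes called in the same direction against the parental line, 568 higher and 534 lower, and 131 called in opposite directions. Of the latter, 89 were higher in Ov4Cis and lower in Ov4Carbo, and 42 the reverse. The counts were 407 in the same direction and 20 in opposite directions on the log2(RPKM + 1) scale. Both contrasts use the same parental samples, which by itself makes fold changes correlate. The Pearson correlation across genes, which are not independent replicates, was 0.54. In 20 simulations of unchanged lines against shared controls it was 0.477 to 0.514. All fold changes in those simulations are noise, so this range is not the share of the 0.54 that the shared samples account for. The measured RMS log2 fold change was 1.27 in Ov4Cis and 1.01 in Ov4Carbo, against an RMS SD of 0.34 per gene among parental replicates. The correlations between the other pairs of resistant lines ran from 0.43 for Ov4Carbo4 and Ov4Carbo7 to 0.65 for Ov4Carbo and Ov4Carbo7. Those simulations gave a mean of 192.2 genes with an unadjusted p under 0.05 in the same direction in both contrasts and 2.3 in opposite directions, where the data gave 3795 and 508.

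All 4 resistant lines had 561 genes called in the same direction, 287 higher and 274 lower. On the log2(RPKM + 1) scale there were 190, of which 35 were higher and 155 lower. With only genes of mean log2 RPKM 1 or more the count was 135. An unadjusted p under 0.05 in the same direction in all 4 contrasts was found for 1746 genes, against a mean of 41.65 in the simulations of unchanged lines. Other lines were also taken as the common reference. Taking Ov4Cis as the reference gave 528 genes called in the same direction in the other 4 lines, Ov4Carbo4 gave 523, Ov4Carbo7 gave 489 and Ov4Carbo gave 174. Calls found in no other resistant line numbered 526 in Ov4Cis, 323 in Ov4Carbo, 628 in Ov4Carbo4 and 731 in Ov4Carbo7.

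Among genes higher in all 4 lines, those with the largest smallest change were SHISA3, SPARC (ENSG00000113140, chromosome 5) and GLI3 (ENSG00000106571, chromosome 7). The log2 fold change of SHISA3 ran from 4.94 in Ov4Carbo4 to 8.31 in Ov4Carbo, that of SPARC from 3.74 in Ov4Carbo7 to 5.73 in Ov4Cis, and that of GLI3 from 3.24 in Ov4Carbo7 to 4.92 in Ov4Carbo4. The largest adjusted p among these 12 values was 9.74e-07, for SPARC in Ov4Carbo7. SPARC rose from 1.31 ± 0.73 log2 RPKM in the parental line to 7.04 ± 0.17 in Ov4Cis (SD, n = 3 each). Among genes lower in all 4 lines, MACC1 (ENSG00000183742, chromosome 7) changed by -8.63 in Ov4Cis to -7.75 in Ov4Carbo4. FLRT2 (ENSG00000185070, chromosome 14) changed by -8.34 in Ov4Carbo4 to -7.45 in Ov4Carbo7, and HS6ST2 (ENSG00000171004, chromosome X) by -8.21 in Ov4Carbo to -7.08 in Ov4Carbo4. In Ov4Cis the changes on the log2(RPKM + 1) scale were -2.43 for MACC1, -1.62 for FLRT2 and -2.86 for HS6ST2.

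The fourth set of comparisons asked how the single-cell lines differed from the population they came from and from each other. Ov4Carbo4 had 2360 called genes against Ov4Carbo, 1258 higher and 1102 lower. Ov4Carbo7 had 2214, with 1281 higher and 933 lower. Between the single-cell lines, Ov4Carbo7 had 3478 called genes against Ov4Carbo4, 1841 higher and 1637 lower, more than any line had against the parental line. The 3 counts were 905, 823 and 1746 on the log2(RPKM + 1) scale. Leaving out replicate 1 of Ov4Carbo raised the counts against Ov4Carbo to 2695 for Ov4Carbo4 and 2776 for Ov4Carbo7. A title series term, which rests on that replicate, lowered them to 2271 and 1560, sharing 1575 and 1207 genes with the counts without the term.

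Against Ov4Carbo, the largest rises in Ov4Carbo4 were those of CLDN22 (ENSG00000177300, chromosome 4), by 7.58 (SE 0.34, limma adjusted p = 2.94e-08), and TNFRSF19 (ENSG00000127863, chromosome 13), by 7.39 (SE 0.49, adjusted p = 6.07e-07). CLDN22 has a near-identical neighbour, CLDN24, so its reads are uncertain. The largest falls were COL11A1 (ENSG00000060718, chromosome 1), at -9.43 (SE 0.41, adjusted p = 2.25e-08), and SST, at -8.35 (SE 1.22, adjusted p = 2.26e-04). CLDN22 stood at 1.02 ± 0.64 log2 RPKM in Ov4Carbo4 and -6.57 ± 0.27 in Ov4Carbo (SD, n = 3 each). On the log2(RPKM + 1) scale the changes were 1.6 for CLDN22, 2.89 for TNFRSF19, -4.49 for COL11A1 and -7.44 for SST. In Ov4Carbo7, ABCB1 rose by 7.38 (SE 1.24, adjusted p = 6.97e-04) and PLIN2 (ENSG00000147872, chromosome 9) by 7.22 (SE 1.28, adjusted p = 9.64e-04) against Ov4Carbo, or by 2.62 and 4.53 on the log2(RPKM + 1) scale. Replicate 1 of Ov4Carbo differed from the other replicates for both genes. ABCB1 stood at -0.41 log2 RPKM in replicate 1, -6.37 in replicate 2 and -7.30 in replicate 3, and PLIN2 at 2.39, -3.37 and -4.35. Without replicate 1 the log2 fold changes were 9.52 for ABCB1 and 9.30 for PLIN2. PASD1 (ENSG00000166049, chromosome X) changed by -7.11 (SE 0.98, adjusted p = 1.85e-04) and APBB1IP (ENSG00000077420, chromosome 10) by -6.50 (SE 0.93, adjusted p = 2.29e-04). Their values in Ov4Carbo7 were uneven, with SDs of 2.96 and 2.73, and on the log2(RPKM + 1) scale the changes were -1.79 and -2.06.

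**Figure D3:**
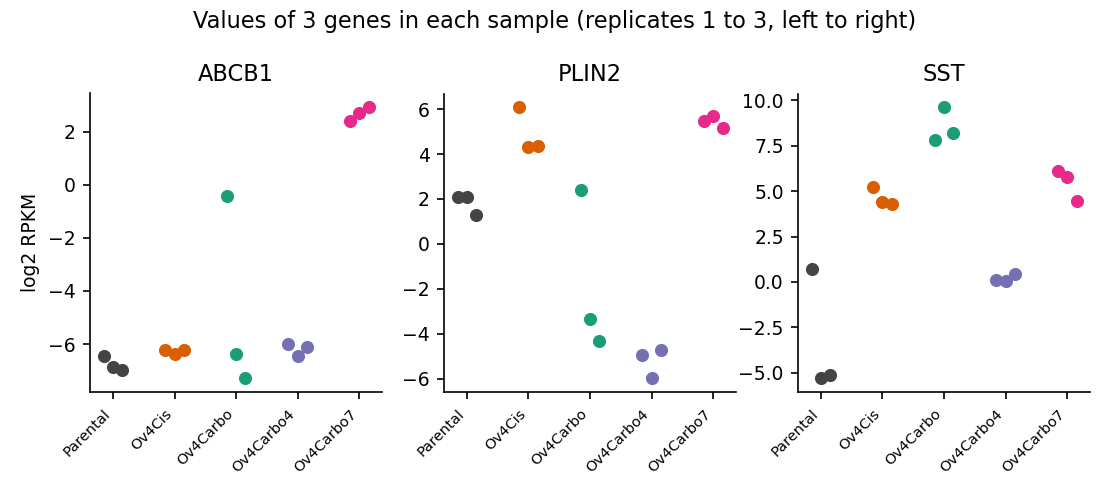
Log2 RPKM (vertical axis) of ABCB1, PLIN2 and SST in each of the 15 samples, grouped by line (horizontal axis), replicates 1 to 3 from left to right. For ABCB1 the Ov4Carbo7 samples lie between 2.41 and 2.94, replicate 1 of Ov4Carbo at -0.41, and the remaining samples at or below -6.00.

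Between the single-cell lines, PLIN2 was higher in Ov4Carbo7 by 10.67 (SE 1.28, limma adjusted p = 2.38e-05) and COL11A1 by 10.30 (SE 0.41, adjusted p = 5.69e-09). PASD1 was lower, with -9.55 (SE 0.98, adjusted p = 7.61e-06), as was TMEM100 (ENSG00000166292, chromosome 17), with -7.98 (SE 0.78, adjusted p = 4.96e-06). These 4 changes were 5.44, 5.32, -3.88 and -1.94 on the log2(RPKM + 1) scale.

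The fifth comparison set the cisplatin-resistant line against the carboplatin-resistant line. Ov4Cis had 2288 called genes against Ov4Carbo, 1308 higher and 980 lower, and 958 on the log2(RPKM + 1) scale. HOXD1 was higher in Ov4Cis by 9.79 (SE 0.44, limma adjusted p = 1.27e-08) and HP (ENSG00000257017, chromosome 16) by 9.33 (SE 0.55, adjusted p = 1.09e-07). HP has a near-identical neighbour, HPR, so its reads are uncertain. COL11A1 was lower in Ov4Cis, with -9.87 (SE 0.41, adjusted p = 5.13e-09), as was CALB1 (ENSG00000104327, chromosome 8), with -9.54 (SE 0.39, adjusted p = 5.13e-09). The corresponding changes were 3.79, 2.80, -4.50 and -5.17 on the log2(RPKM + 1) scale.

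The last comparison asked whether 6 gene lists fixed in advance shifted in each resistant line. Of 24 camera tests with a preset inter-gene correlation of 0.01, 10 had an adjusted p under 0.05. Of these, 9 held under fry and 4 under a correlation estimated from the data, and these 4 were the epithelial list in each line. This count did not exceed chance regrouping of the samples, since 51 of 100 regroupings of the 15 samples, the real one included, gave at least as many tests past the threshold. Regrouped samples still carry the differences between lines, so the regroupings bear on the camera threshold and not on whether the lines differ. The epithelial list was lower in every resistant line. Its median log2 fold change was -5.29 in Ov4Cis (adjusted p = 8.68e-33), -1.24 in Ov4Carbo (1.23e-12), -1.04 in Ov4Carbo4 (2.62e-11) and -2.56 in Ov4Carbo7 (6.54e-18). Called members numbered 32, 18, 17 and 28 of 32 in the same order, all lower, and the counts adjusted over the list alone were also 32, 18, 17 and 28. With the estimated correlation the adjusted p was 0.00296, 0.0350, 0.0384 and 0.0156.

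The interferon response list was higher in Ov4Carbo (median log2 fold change 1.06, camera adjusted p = 1.28e-05, 19 of 42 members called, all higher, 20 adjusted over the list alone) and in Ov4Carbo7 (1.36, adjusted p = 4.07e-06, 27 called, 26 higher and 1 lower, 28 adjusted over the list alone). The Ov4Carbo value rested largely on replicate 1, without which the median was 0.48 (adjusted p = 0.0138). The proliferation list was lower in Ov4Carbo (-0.22, adjusted p = 0.0197, 0 of 40 members called) and in Ov4Carbo7 (-0.38, adjusted p = 1.61e-05, 1 called, and 1 adjusted over the list alone). Without replicate 3 of the parental line the Ov4Carbo median was -0.13 (adjusted p = 0.0833). In Ov4Carbo7 the platinum transport and detoxification list was higher (0.44, adjusted p = 0.0120, 15 of 36 members called, 12 higher and 3 lower, 15 adjusted over the list alone) and the crosslink repair list lower (-0.13, adjusted p = 0.0386, 2 of 49 members called, 2 adjusted over the list alone). Without replicate 3 of the parental line the repair median was -0.08 (adjusted p = 0.0876), and without replicate 1 of the parental line it was -0.21 (adjusted p = 0.0191). Without replicate 1 of Ov4Carbo7 the adjusted p was 0.0702. The other 14 tests, including all 4 of the mesenchymal list, did not pass, and their lowest adjusted p was 0.0678. Regroupings of the 15 samples gave a p as small as the smallest of each list in 1 of 100 cases for the epithelial list, 71 for interferon response, 48 for proliferation, 32 for platinum transport and detoxification, 53 for crosslink repair and 28 for the mesenchymal list.

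**Figure D4:**
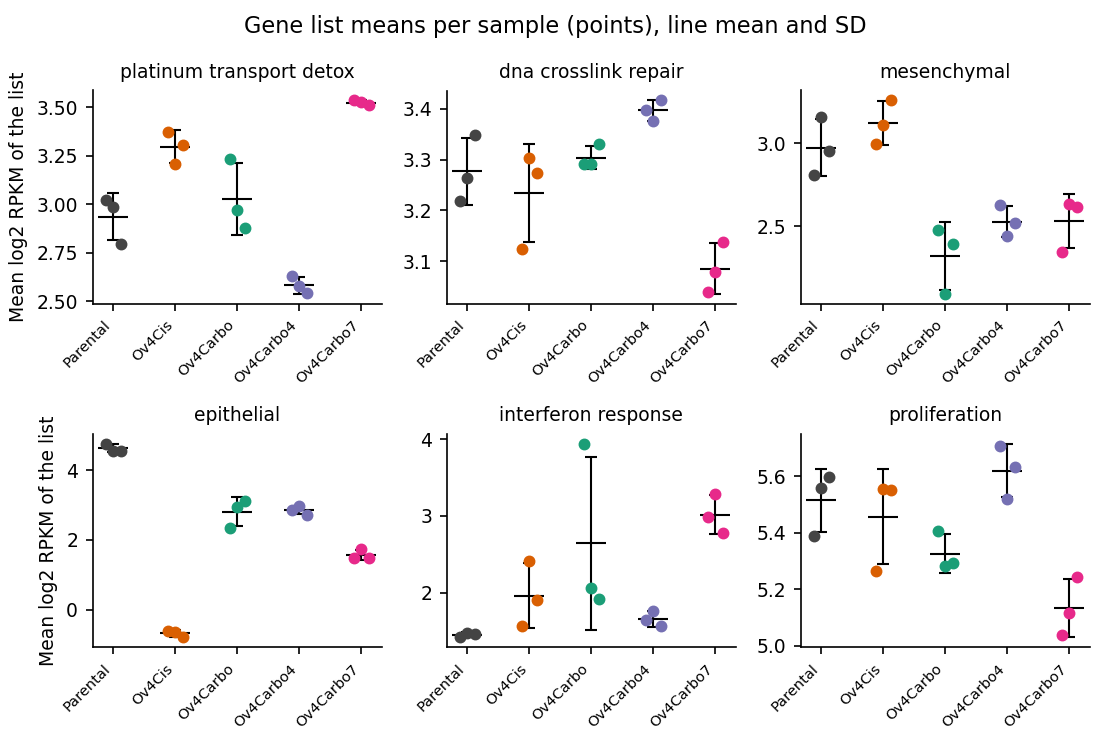
Mean log2 RPKM of each gene list (vertical axis) in each sample (points), by line (horizontal axis), with the mean and SD of the 3 replicates as bars. The epithelial mean is 4.63 in the parental line and -0.68 in Ov4Cis; in the interferon panel, replicate 1 of Ov4Carbo stands at 3.94, above replicates 2 and 3 at 2.07 and 1.92.

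Of the 85 members of the platinum and repair lists in the table, 1 was called in the same direction in all 4 lines, and 11 had an unadjusted p under 0.05 in the same direction in all 4. The called member was SLC47A1 (ENSG00000142494, chromosome 17), a transporter. Its parental mean was -1.31 ± 0.85 log2 RPKM (SD, n = 3). Its log2 fold change was 2.17 in Ov4Cis, 2.56 in Ov4Carbo, 1.94 in Ov4Carbo4 and 3.10 in Ov4Carbo7 (SE 0.31 each), with a largest limma adjusted p of 3.82e-04. Its mean was under log2 RPKM 1 in Ov4Cis (0.86) and Ov4Carbo4 (0.64), so under the limit on level set for the other named genes 0 members would be named. The rule for list members does not state that limit, and reading it without the limit was chosen after these values were seen.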

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

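The tests by regrouping for single lists, and the tests on the lines compared directly, were chosen after the list results were seen, whereas the counts over splits of the samples were planned.

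Ov4Cis and Ov4Carbo, selected with different drugs, differed from each other in 2288 called genes and changed in opposite directions against the parental line for 131 genes. The real grouping was the only 1 of the 10 splits of the 6 samples with that many called genes, a design that cannot give a share under 0.1. For the opposite changes, 1 of 100 regroupings of all 15 samples, the real one, gave as many. All the others gave 0, also for changes in the same direction, so this count says little about opposite changes in particular. Quantile normalization added to the values gave 2293 called genes and centring 2287, while the authors' own normalization could not be undone. The share of called genes that were higher in Ov4Cis fell from 57.2% to 50.2% with quantile normalization, and was 57.1% with centring. The ranked values differed between samples mainly in the lower part of the distribution, with a largest SD of 0.46 there. The balance of direction therefore depends on the treatment of low values. GC content and gene length had Spearman correlations with the fold changes of the 8 contrasts between -0.031 and 0.047. The opposite group is sensitive to low values: 23 genes were left with the filter on low means and 20 on the log2(RPKM + 1) scale. Replicate 1 of Ov4Carbo belongs to the other title series, and the count with a series term was 2778. Without that replicate, the remaining samples of Ov4Cis, Ov4Carbo and the parental line are all in the same series. The count was then the same 2778 by construction, as the series term is estimated from that replicate alone and takes it out of this contrast. Of these genes, 2155 were among the 2288 in the same direction, and 162 genes changed in opposite directions against the parental line. The difference within a single series argues against a batch between the series as its cause. A difference between the drugs stays open but untested as such, because each drug has a single selected population, so drug and chance divergence of that population were not separated by any test.

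Ov4Carbo7 and Ov4Carbo4 differed in 3478 called genes, and again 1 of the 10 splits of the 6 samples gave that many. All 6 samples are in the same title series, and with a series term the count was 3548, so a batch between the series cannot produce this difference. The filter on low means left 1645 genes. A difference between single-cell lines of the same population is the open explanation named by the design.

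Several lists differed between lines when tested directly with camera over 12 tests. Between Ov4Cis and Ov4Carbo, the epithelial list had a median log2 fold change of -3.20, the mesenchymal list 0.99 and the interferon response list -0.66. Between Ov4Carbo7 and Ov4Carbo4, the medians were -1.50 for the epithelial list, 1.15 for interferon response, 0.74 for platinum transport and detoxification, -0.30 for crosslink repair and -0.48 for proliferation. The interferon difference between Ov4Cis and Ov4Carbo rested on replicate 1 of Ov4Carbo, without which the median was -0.11 (adjusted p = 0.845), and it did not pass under fry (adjusted p = 0.189). Regroupings of the 15 samples gave a p as small as the smallest of the list in 1 of 100 cases for the mesenchymal list and 3 for the epithelial list. They gave it in 5 of 100 for platinum transport and detoxification, 22 for crosslink repair, 33 for proliferation and 60 for interferon response. A camera p as small as that of the last 4 lists is therefore not unusual for these samples, and it may reflect genes that vary together among samples for any reason. Regrouped samples still carry the differences between lines, so the regroupings do not show that the lines are alike. For these 4 lists, the sample means of Ov4Carbo7 lay entirely apart from those of Ov4Carbo4. For platinum transport and detoxification they were 3.51 to 3.54 and 2.54 to 2.63 log2 RPKM. With a correlation estimated from the data, only the epithelial difference between Ov4Cis and Ov4Carbo kept an adjusted p under 0.05, at 0.00606.

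Of the named genes, 6 were called in opposite directions against the parental line in Ov4Cis and Ov4Carbo or in the single-cell lines, with a called difference between those lines. PASD1 is not counted, as its rise in Ov4Carbo4 was not called, though it differed by -9.55 between Ov4Carbo7 and Ov4Carbo4. Between Ov4Cis and Ov4Carbo the log2 difference was -9.87 for COL11A1, 6.90 for TMEM100, 9.33 for HP and -9.54 for CALB1. Between Ov4Carbo7 and Ov4Carbo4 it was 10.30 for COL11A1, 10.67 for PLIN2, -7.98 for TMEM100 and -5.80 for TNFRSF19. COL11A1 stood at 2.38 log2 RPKM in the parental line, 4.47 in Ov4Carbo and 5.34 in Ov4Carbo7, and at -5.40 in Ov4Cis and -4.96 in Ov4Carbo4. Reads shared with the near-identical HPR may affect HP and were not tested here. The fall of HP in Ov4Carbo lay among values near the floor. Parental replicates 1 to 3 stood at -6.31, -5.38 and -3.56 log2 RPKM, and Ov4Carbo at -6.37, -6.88 and -7.00. TMEM100 was also low, at -3.94, -1.80 and -0.17 in the parental line and -4.80, -3.52 and -4.32 in Ov4Carbo. So was TNFRSF19, at -1.92, -1.71 and -0.14 in the parental line and -2.68, -3.99 and -2.50 in Ov4Carbo7. These falls rest on low, uneven values, and their calls are uncertain. On the log2(RPKM + 1) scale the difference of COL11A1 between Ov4Cis and Ov4Carbo was -4.50 and that of HP 2.80. PLIN2 in Ov4Carbo rested on an uneven replicate 1. Other technical explanations were not tested for single genes.

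The planned counts over regroupings also bear on results that raised no question between lines. For Ov4Cis, Ov4Carbo, Ov4Carbo4 and Ov4Carbo7 against the parental line, and for each single-cell line against Ov4Carbo, 1 of the 10 splits gave as many called genes, the real one. The next highest split of any of these had 243 called genes, for Ov4Carbo against the parental line. Of 100 regroupings of the 15 samples, 1, the real one, gave as many genes in the F-test, as many genes called alike in Ov4Cis and Ov4Carbo, and as many called alike in all 4 lines, and the highest other F-test count was 3568. For the genes called alike the others all gave 0, so these counts say little beyond the lines being different. For list tests past the threshold, 51 of 100 regroupings gave 10 or more. Against the parental line, the smallest p of a list was matched in 1 of 100 for epithelial, 71 for interferon response, 48 for proliferation, 32 for platinum transport and detoxification, 53 for crosslink repair and 28 for mesenchymal genes.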

How the results depend on the processing

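None of the alternatives in this part was chosen after the results were seen. A variance trend, quantile normalization, centring on the sample median and a replicate block changed no count by over 1.5 times, no list test and no named gene. Quantile normalization did move the share of called genes that were higher. It fell from 57.2% to 50.2% for Ov4Cis against Ov4Carbo and from 53.3% to 48.7% for Ov4Carbo4 against Ov4Carbo. Against the parental line it fell from 53.3% to 49.9% for Ov4Cis and rose from 45.4% to 48.3% for Ov4Carbo, the only contrast where it rose. The replicate block gave, for example, 2582 called genes for Ov4Cis against the parental line, against 2635. The replicate numbers do not pair the samples: samples with the same number had residual correlations with a median of -0.022 over 30 pairs, of which 11 exceeded 0.1, against 0.018 over 60 pairs with different numbers.

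The treatment of low values moved 27 of the 36 counts by over 1.5 times under each alternative, among them all 8 counts of called genes. With the filter on mean log2 RPKM, the counts against the parental line were 988 for Ov4Cis, 730 for Ov4Carbo, 971 for Ov4Carbo4 and 1134 for Ov4Carbo7. Against Ov4Carbo they were 996 for Ov4Carbo4, 851 for Ov4Carbo7 and 840 for Ov4Cis, and 1645 for Ov4Carbo7 against Ov4Carbo4. Ov4Cis and Ov4Carbo then shared 328 genes in the same direction and 23 in opposite directions, and all 4 lines shared 135. On the log2(RPKM + 1) scale the same counts were 1258, 790, 1053 and 1294, then 905, 823 and 958, then 1746, and then 407, 20 and 190. These are mainly fewer genes of the same kind by construction, as 985 of the 988 and 1253 of the 1258 genes for Ov4Cis were also called in the same direction with the values as deposited. The share of called genes that were higher fell from 53.3% to 44.5% with the filter and 45.1% on the log2(RPKM + 1) scale for Ov4Cis against the parental line, and from 49.1% to 38.7% for Ov4Carbo4 on the latter scale. With the filter it fell from 53.3% to 43.1% for Ov4Carbo4 against Ov4Carbo and from 57.2% to 45.8% for Ov4Cis against Ov4Carbo. For Ov4Carbo4 against the parental line the filter gave 41.5%. On the log2(RPKM + 1) scale it fell from 45.4% to 38.0% for Ov4Carbo against the parental line. It fell to 46.9% for Ov4Carbo4 against Ov4Carbo on that scale. The share rose for Ov4Carbo7 against Ov4Carbo4, from 52.9% to 55.7% with the filter and 56.0% on that scale. For Ov4Carbo7 against Ov4Carbo it rose from 57.9% to 59.7% on that scale. With an adjusted p under 0.01, 71 genes were called in opposite directions in Ov4Cis and Ov4Carbo.

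Under the title series term, whose effect is estimated from replicate 1 of Ov4Carbo alone, the interferon list reversed in Ov4Carbo4 (adjusted p 3.947e-11, lower) and in Ov4Carbo7 (0.1967, lower), and proliferation reversed in Ov4Carbo4 (0.7186). In Ov4Carbo7, crosslink repair (0.09684) and platinum transport and detoxification (0.1057) lost the threshold. Ov4Carbo7 kept 1729 of its 2824 calls against the parental line. Under the filter, mesenchymal genes in Ov4Carbo4 reversed (0.4877), while interferon in Ov4Cis (0.04649) and platinum in Ov4Carbo4 (0.0236) gained the threshold. Mesenchymal genes in Ov4Carbo gained it on the log2(RPKM + 1) scale (0.03315), with only the groups compared (0.03121) and under fry (0.02699). Under fry, mesenchymal (0.02148) and platinum genes (0.004824) in Ov4Cis and platinum genes in Ov4Carbo4 (0.001453) also gained it, and proliferation in Ov4Carbo lost it (0.1106). With the estimated correlation, the adjusted p was 0.6604 for crosslink repair in Ov4Carbo7, interferon in Ov4Carbo and Ov4Carbo7 and proliferation in Ov4Carbo7, 0.3338 for platinum in Ov4Carbo7 and 0.8414 for proliferation in Ov4Carbo. At a limit of 0.01, repair (0.03856) and platinum (0.01201) in Ov4Carbo7 and proliferation in Ov4Carbo (0.01972) no longer passed. The interferon reversals follow from how the title series term is estimated. It takes the difference of Ov4Carbo replicate 1 from replicates 2 and 3 out of the Ov4Carbo4 and Ov4Carbo7 contrasts. Those 3 replicates had interferon means of 3.94, 2.07 and 1.92 log2 RPKM. The causes of the remaining changes were not tested.

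Over all alternatives of a test, replicates left out included, the adjusted p ran from 3.947e-11 to 0.9394 for interferon in Ov4Carbo4, 3.009e-10 to 0.6604 in Ov4Carbo7, 2.638e-08 to 0.6604 in Ov4Carbo and 0.04649 to 0.8967 in Ov4Cis. It ran from 0.2454 to 0.918 for proliferation in Ov4Carbo4, 0.00339 to 0.8414 in Ov4Carbo and 1.908e-06 to 0.6604 in Ov4Carbo7. For platinum genes it ran from 0.0002356 to 0.3338 in Ov4Carbo7, 0.001453 to 0.6604 in Ov4Carbo4 and 0.004824 to 0.6604 in Ov4Cis. For mesenchymal genes it ran from 0.3287 to 0.947 in Ov4Carbo4, 0.02699 to 0.6604 in Ov4Carbo and 0.02148 to 0.8967 in Ov4Cis, and for repair in Ov4Carbo7 from 0.008 to 0.6604. The epithelial adjusted p reached at most 0.0384, in Ov4Carbo4. Across the 6 fits that each left out a replicate, crosslink repair ran from 0.5864 to 0.897 in Ov4Carbo, where it reversed without parental replicate 1, and from 0.0191 to 0.08755 in Ov4Carbo7, where it lost the threshold without parental replicate 3 (0.08755) or Ov4Carbo7 replicate 1 (0.07024). Mesenchymal genes in Ov4Carbo ran from 0.0439, without Ov4Carbo replicate 1, to 0.1518. Proliferation in Ov4Carbo ran from 0.00339 to 0.08331, the latter without parental replicate 3. The epithelial list kept its direction and its threshold in all 4 lines under every alternative run. No count of called genes moved by over 1.5 times when a replicate was left out. Every named gene kept its direction and call in the contrasts for which it was named. Named genes below the filter's mean were absent from that fit and have no value there. Further counts, of genes called in a single direction or at the adjusted p alone, fell by over 1.5 times: 16 with the filter, 16 on the log2(RPKM + 1) scale, 5 at an adjusted p under 0.01, 4 with only the groups compared and 4 with the title series term. Unknown depth limits all changes of genes near the bottom of the scale.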

Other observations

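The tests in this part were chosen after the patterns were seen, and each rests on the same data.

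The 561 genes called alike in all 4 resistant lines need not be tied to resistance. If each line had diverged independently, any line taken as the reference would share a similar number of differences with the other 4. With Ov4Cis as the reference the number was 528, and it was 523 with Ov4Carbo4, 489 with Ov4Carbo7 and 174 with Ov4Carbo, from which the single-cell lines came. On the log2(RPKM + 1) scale Ov4Cis as the reference gave 203 and the parental line 190. Without the single-cell lines, the numbers shared by the other lines were 1102 for the parental line as reference, 1304 for Ov4Cis and 704 for Ov4Carbo. The parental line is not singled out as a reference, but the numbers are not alike either, and lines that diverged by unequal amounts could give any of them. Independent divergence, a change in the parental line itself and a response common to platinum selection cannot be told apart by these counts.

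Replicate 1 of Ov4Carbo may contain cells or RNA like Ov4Carbo7. Its mean RMS difference from Ov4Carbo7 was different from the mean of replicates 2 and 3 by -0.208, where replicates 2 and 3 differed by 0.0534. A batch shared by the title series would also bring it nearer to Ov4Carbo4, whose samples are in the same series. It was instead farther, by 0.03078, within the gap of 0.0583 between replicates 2 and 3, which argues against that batch. It was also nearer to Ov4Cis (-0.1000), as were the Ov4Carbo7 samples themselves, so the direction of this shift does not count against a mixture, and its size was not tested. The share of Ov4Carbo7 in replicate 1 was taken as its RPKM above the level of replicates 2 and 3, divided by that of Ov4Carbo7 above the same level. At the 6 genes at least 3 log2 units higher in Ov4Carbo7 than in every other line, replicate 1 itself left aside, this share had a median of 14.95% (range 7.30% to 20.4%). At 15 genes high only in the parental line, the matching median was 1.86%, and at 10 genes high only in Ov4Cis it was -0.046%. Of the 3 selection rules tried, a looser first one gave 25 genes and a median of 14.6%, a stricter one gave 3 genes and 15.8%, and the rule was widened to the 6 genes after that. Carry-over among all libraries of the series would also reach the Ov4Carbo4 samples. There, at least 44.44% of 36 genes higher in Ov4Carbo7 than in replicates 2 and 3 stood under 5% of their Ov4Carbo7 level, against 0% in replicate 1, which argues against such carry-over. No measurement here separates a subclone in that culture from RNA added to that library alone.

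Such a mixture is not the whole cause of the differences of replicate 1. Its interferon response list averaged 3.94 log2 RPKM. The highest value of each gene in replicates 2 and 3 and the Ov4Carbo7 samples, which no mixture of them can pass, averaged 3.37. The excess of 0.5697 is larger than the gap of 0.145 between replicates 2 and 3, and 32 of the 42 genes stood above their limit, which argues against a mixture as the cause of the higher interferon genes. For the remaining differences, a mixture and replicate spread cannot be told apart. Mixing replicates 2 and 3 with Ov4Carbo7 at the measured share accounted for 28.9% of the squared difference of replicate 1 over expressed genes. The first criterion, that a mixture would account for most of it, was not met. That criterion left out replicate spread, and a comparison with it was added after the result was seen. The RMS difference left after mixing was 0.386, and the gap between replicates 2 and 3 alone gives 0.377, from a single pair of samples. A share of 41% fitted all genes best, well above the 14.95% at the specific genes, so a mixture at that share may be only part of the cause.

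ABCB1 was far higher in Ov4Carbo7 than in the parental line. A higher dosage of its chromosome region would be expected to raise its neighbours, and of the 20 expressed genes nearest to it in GENCODE v29 order, 4 were higher and 16 lower, with a median log2 fold change of -0.8783. This argues against a dosage gain of the whole region, and leaves open a smaller event, such as a change of the promoter, which could not be tested without DNA.

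Genes placed on chromosome 13 by GENCODE v29 were lower in Ov4Cis, with a median log2 fold change of -0.83 over 211 expressed genes relative to all genes, and 91.5% of them lay below the median of all genes. Shuffled gene positions gave a chromosome as far from the median in a share of 0.001, the smallest value that 1000 shuffles can give. Matched lists of genes with similar GC content, length and level reached -0.1102 at the lowest of 10000 draws. Chance order and these gene properties are thus argued against. Each replicate of Ov4Cis showed it (-0.846, -0.829 and -0.834), and the median in Ov4Carbo7 was -0.38. Loss of a copy of the chromosome is a candidate explanation that was not tested, as no DNA data were analysed here. Besides chromosome 17, the next largest shifts were +0.36 for chromosome 9 and -0.33 for chromosome 3 in Ov4Carbo4, and -0.35 for chromosome 21 and -0.26 for chromosome 20 in Ov4Carbo7. The number of chromosomes beyond the shuffles was 7 in Ov4Cis, 8 in Ov4Carbo, 8 in Ov4Carbo4 and 9 in Ov4Carbo7.

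Genes of chromosome 17 were higher than in the parental line in all 4 resistant lines, with medians of 0.33 in Ov4Cis, 0.29 in Ov4Carbo, 0.31 in Ov4Carbo4 and 0.31 in Ov4Carbo7. Along the chromosome, in 26 windows of 50 genes at steps of 25 genes, the profiles of the lines were alike, with a lowest correlation of 0.8858. Neighbouring windows share genes and are not independent. In 12 windows, from MED1 to SNHG20 in GENCODE v29 order, all 4 lines exceeded 0.4, whereas no line exceeded 0.138 in the windows up to ZNF207. The lines differed between these stretches. In the window from ANKRD13B to FBXL20, Ov4Cis stood at 0.329, Ov4Carbo at 0.045, Ov4Carbo4 at 0.047 and Ov4Carbo7 at 0.022. From PSMD11 to KRT19 the values were 0.477, 0.268, 0.324 and 0.186 in the same order. Independent gains in each line and a change in the parental line, or a shared early event, cannot be told apart, because there is only a single parental line and all contrasts use it.

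The epithelial genes fell in all 4 lines, and 4 of 100 regroupings, the real one included, gave a median as low in all 4 contrasts. Admixture of fibroblasts was tested as a possible cause in Ov4Cis with 10 fibroblast genes, of which 5 were in the table. The mesenchymal list also holds 5 of the 10, and 2 of those in the table stood above log2 RPKM 0 in the parental line. The median of these genes in Ov4Cis was -1.705 log2 RPKM. The most abundant was COL1A1, at 2.26 in Ov4Cis and 2.42 in the parental line. Fibroblast cells in the share that a median fall of 5.29 would need would bring these transcripts to high levels, so this explanation is argued against. The parental line itself expresses COL1A1 and COL1A2. A change of the cells themselves stays open as a hypothesis.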
